A study of Mus musculus with 9 samples. Its data were reported in "Induction of Expandable Tissue-Specific Stem/Progenitor Cells through Transient Expression of YAP/TAZ" (2016).

How the data were processed

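RNA from mouse cortical neurons, native NSCs and yNSCs was measured on 9 Affymetrix Mouse430_2 arrays, 3 per group. Per the labels, neurons were cultured in Neurobasal with B27 and cytosine arabinoside, NSCs and yNSCs in DMEM/F12 with N2, EGF, bFGF and heparin, and total RNA was extracted with Trizol and labelled as biotinylated cRNA. The deposited values are log2 expression summaries that the authors computed with RMA, 1 per probe set, rounded to 2 decimals. The software version and the set of arrays normalized together were not stated. Values ranged from 1.73 to 14.46, array medians from 4.90 to 5.02 and lower quartiles from 3.42 to 3.73. They were used as deposited, with no further scaling.

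Of 45101 probe sets, 64 control probe sets were left out. Probe sets were named through the array's annotation table and checked against a RefSeq table of mouse gene IDs on GRCm38.p6, which matched 34741 of the 34945 probe sets with 1 symbol. Probe sets with several symbols (932) or not named here (9160) entered no gene comparison. Where several probe sets named a gene, which was so for 9010 of 18193 genes, the probe set with the highest mean over the 9 arrays stood for it. Other probe sets of the gene were called in the opposite direction for 720 of 6450 genes called in yNSCs against neurons that have more than 1 probe set, for 1026 of 6737 in NSCs against neurons and for 411 of 4341 in yNSCs against NSCs.

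Groups and comparisons, gene lists, tests, the rule for named genes and most of the alternatives were fixed before the data were examined. A linear model with the 3 group means was fitted to all 9 arrays with limma 3.58.1 in R 4.3.3, with 6 residual and 5.59 prior degrees of freedom, and gave 3 two-sided comparisons (yNSCs against neurons, NSCs against neurons, yNSCs against NSCs). A gene was called when its Benjamini-Hochberg adjusted p over 18193 genes was under 0.05, with no minimum fold change. Differences are log2, the first group minus the second, and SE is the moderated standard error. The position of each yNSC array is its projection on the line from the neuron mean to the NSC mean over all genes. Overlap of the comparisons with shared neuron arrays was set against the product of the list sizes over all genes (independent lists) and against 100 simulations of unchanged groups. Array distance was 1 minus Pearson correlation, with average-linkage clustering.

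The 33 lists, fixed from general knowledge of these cells, were pan-neuronal identity and cytoskeleton, presynaptic machinery, glutamatergic neuron, GABAergic neuron, voltage-gated ion channels, neural stem cell and radial glia, neurogenic intermediate progenitor, S phase and DNA replication, G2 and M phase, Hippo pathway and TEAD factors, YAP/TAZ target genes, astrocyte, oligodendrocyte precursor, myelinating oligodendrocyte, microglia and macrophage, endothelial, mural cell and fibroblast, ependymal and ciliated cell, immediate early genes, EGF and FGF response, Notch pathway, Wnt targets, BMP targets, cholesterol biosynthesis, glycolysis and hypoxia, extracellular matrix and adhesion, interferon response, p53 targets and cell cycle inhibitors, pluripotency, telencephalic transcription factors, hindbrain and spinal cord transcription factors, imprinted genes, and Y-linked genes. Members that no named probe set measured were left out. Lists were tested with camera at an inter-gene correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison, and members were also counted when adjusted over the list alone, which gave the same counts for 28, 31 and 18 of the 33 lists in the 3 comparisons. The genes named are, per comparison, the 6 largest and 6 lowest called differences without overlap of the groups, up to 4 called members of each list and up to 2 not called, each of largest difference, and fixed markers (such as Yap1, Wwtr1, Ccn1, Ccn2, Axl, Tubb3, Mapt, Rbfox3, Syn1, Thy1, Nes, Sox2, Vim, Mki67, Gfap and Cnp), from which the text takes a part.

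The fit was tested on simulated data with the spread of these arrays, 18193 genes and 200 of them changed. It called 44% of genes changed 1.5-fold, 96% of those changed 2-fold and 100% of those changed 4-fold or 8-fold, with 6.59% of calls false, and a simulated position of 50% came out as 50.0%. In the real comparisons 39.3 to 67.4% of genes were called. The adjusted p depends on that share, so the percentages called in the simulation do not carry over to them. Alternatives were the replicate letter as a block, only the 6 arrays compared, leaving out the 40% of genes with the lowest mean, quantile normalization again, subtraction of each array's median, the mean of all probe sets of a gene, each probe set on its own, a variance trend with a robust prior, a 2-fold minimum, the 1000 genes of largest variance for distances, and leaving out each array in turn. RNA quality was read from 3' and 5' control probe sets for Actb, Gapdh and 18S ribosomal RNA.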

Results

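Gene expression was measured in 3 kinds of mouse neural cells, with 9 Affymetrix arrays in 3 groups of 3. Cortical neurons were primary cultures kept in neuron medium with cytosine arabinoside, a compound that kills dividing cells. Native neural stem cells (NSCs) were grown in medium with the growth factors EGF and bFGF. The yNSCs were cells with neural stem cell properties that the study made from cortical neurons with a doxycycline-inducible YAP gene and that were grown in the same medium as the NSCs. YAP is a transcriptional coactivator restrained by the Hippo pathway. The labels call the replicates A, B and C of each group biological replicates. Each array gave 45101 probe set values on the log2 scale, and the array medians lay between 4.90 and 5.02. Values for 18193 named genes entered the comparisons. The lower quartile of each array lay between 3.42 and 3.73, and where the mean of a gene in a group lies below the mean quartile of its arrays, called near background below, the size of its difference is uncertain. The number of arrays limits the precision, and 3 arrays against 3 cannot give a two-sided exact permutation p below 0.1, so calls rest on the moderated test fitted across all genes.

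Arrays within a group resembled each other far more than arrays of different groups. Across genes, Pearson correlations lay between 0.992 and 0.993 within neurons, 0.992 and 0.998 within NSCs, and 0.996 and 0.998 within yNSCs. The yNSC and NSC arrays correlated at 0.947 to 0.960, whereas neurons correlated at 0.852 to 0.858 with yNSCs and at 0.842 to 0.853 with NSCs. Genes are not independent replicates, so these correlations describe the arrays only. Average-linkage clustering joined yNSCs with NSCs before neurons. NSC replicate A stood somewhat apart in its group, with 162 genes more than 2-fold from the mean of the other NSC arrays, against at most 30 for any other array.

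**Figure D1:**
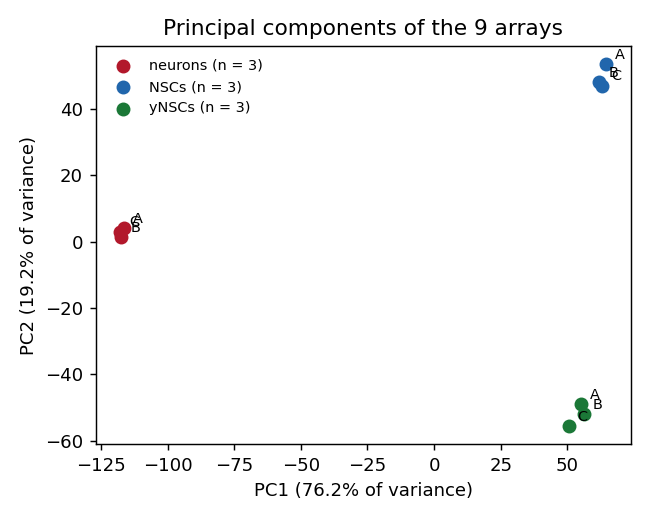
First and second principal components of the 9 arrays over 18193 genes, in units of the component scores, with 1 point per array lettered by replicate. The first component, with 76.2% of the variance, separates the 3 neuron arrays from the 6 others, and the second, with 19.3%, separates NSCs from yNSCs.

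The comparison of yNSCs with the neurons they were made from asked how much of the neuronal programme was lost and what replaced it. Neuronal genes fell steeply. Of 20 measured pan-neuronal identity and cytoskeleton genes, 18 fell and 1 rose, with a list median of -4.24 on the log2 scale. Tubb3, the beta III tubulin recognized by the TUJ1 antibody, stood at 12.10 ± 0.15 in neurons and 5.71 ± 0.12 in yNSCs (log2 mean ± SD, n = 3 each; adjusted p = 2.37e-12). Rbfox3, which encodes NeuN, fell by 6.69 (SE 0.116), and Mapt, which encodes tau, fell by 4.86. Dcx, the doublecortin gene, fell by 7.02 and Stmn2 fell by 6.68. All 19 measured genes of the presynaptic machinery fell, with a median of -4.14, among them the calcium sensor Syt1 (-7.77), Sv2b (-6.64), Snap25 (-5.81) and Syp (-5.20), and Syn1 fell by 3.90. Of 16 voltage-gated ion channel genes, 15 fell and 1 rose, with Scn2a at -5.76 and Kcnd2 at -6.12. Glutamatergic genes fell in 16 of 18 cases, including the cortical transcription factor Neurod6 (-7.69) and the AMPA receptor subunit Gria2 (-6.32), and the other 2 did not pass. These 4 lists kept their calls with an estimated correlation between genes (adjusted p = 0.0133 for pan-neuronal, 0.00480 for presynaptic, 0.0151 for ion channel and 0.0133 for glutamatergic genes). GABAergic neuron genes fell in 14 of 15 cases and rose in 1, including the calcium-binding protein Calb1 (-8.18), Reln (-6.40), Vip (-6.25) and Sst (-5.81). The GABAergic call was lost with an estimated correlation (adjusted p = 0.0859). Thy1 fell less, by 2.15. Calb1, Dcx, Neurod6 and Vip were near background in yNSCs.

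Most of the listed stem cell genes and all listed division genes rose in yNSCs. Nes, which encodes the intermediate filament nestin, stood at 9.81 ± 0.09 in yNSCs and 7.69 ± 0.22 in neurons, a rise of 2.12 (SE 0.121, adjusted p = 1.38e-08). Vim rose by 2.13, Prom1 by 2.14, Cd9 by 2.26 and the transcription factor Sox2 by 1.18, from an already high 10.37 in the neuron cultures. Of 21 neural stem cell and radial glia genes, 15 rose and 1 fell, against 17 and 2 when adjusted over the list alone. Without NSC replicate A, 2 fell. Members that did not pass over all genes included the EGF receptor gene Egfr (0.31, adjusted p = 0.0672) and Nr2e1 (0.32, adjusted p = 0.0651). The list's call was lost with an estimated correlation (adjusted p = 0.122). All 21 S phase and DNA replication genes rose, with a median of 3.34, including Cdc6 (4.58, near background in neurons), Rrm2 (4.32) and Mcm5 (4.04). All 19 G2 and M phase genes rose as well, with a median of 3.29, including Bub1 (4.73) and Cdk1 (4.34), and the proliferation marker Mki67 rose by 3.30. Both cell cycle calls were lost with an estimated correlation (adjusted p = 0.175 for S phase and 0.0751 for G2 and M phase). All 14 EGF and FGF response genes rose, among them Ier3 (5.15), the AP-1 subunit Fosl1 (4.53) and the cytokine Lif (2.71), and this call was kept (adjusted p = 0.0133 with an estimated correlation).

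Several metabolic and stress programmes moved in the same comparison. Of 17 glycolysis and hypoxia genes, 15 rose and 2 fell, with Adm at 6.32, the glycolytic enzyme Hk2 at 3.88 and Vegfa at 3.60. The 2 falls became 0 without yNSC replicate B and 1 without yNSC replicate C or any 1 of the neuron arrays. Cholesterol biosynthesis genes rose in 15 of 17 cases, with Msmo1 at 2.42 and Idi1 at 2.02, and the other 2 did not pass. Of 14 p53 targets and cell cycle inhibitors, 12 rose and 1 fell, with Eda2r at 4.18, Cdkn2b at 3.77 and Cdkn1a, which encodes p21, at 2.85. Extracellular matrix and adhesion genes rose in 12 of 17 cases and fell in 2, a number that became 1 without neuron replicate A or yNSC replicate C. The rising genes included the protease inhibitor Timp1 (8.13, from 3.53 ± 0.48 in neurons, near background), tenascin C (Tnc, 4.82) and fibronectin (Fn1, 4.50). All 4 calls were lost with an estimated correlation (adjusted p = 0.354, 0.274, 0.175 and 0.0725 in the order given), and the matrix call also without the 40% of genes of lowest mean (adjusted p = 0.0555).

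The gene induced to make yNSCs and most genes of the Hippo pathway and TEAD list were also higher than in neurons. Yap1 stood at 7.29 ± 0.29 in neurons and 9.18 ± 0.02 in yNSCs, a rise of 1.90, although it was not tested whether the probe set also detects transcripts of the introduced YAP. Wwtr1, which encodes TAZ, rose by 3.02, and the DNA-binding partners Tead1 and Tead2 by 3.11 and 2.98. Of 18 Hippo pathway and TEAD genes, 11 rose and 2 fell. This list joins Yap1, Wwtr1 and TEAD genes with genes of the Hippo pathway, which restrains YAP, such as Lats2 (2.53). Its shifts are therefore no measure of YAP activity. YAP/TAZ target genes rose in 14 of 23 cases and fell in 5, with a median of 1.12. Igfbp3 (5.79), Gadd45a (5.05), Ccn1, also known as Cyr61 (2.74), Axl (2.32) and Ccn2, also known as Ctgf (1.30), were among the genes that rose. Both list calls were lost with an estimated correlation (adjusted p = 0.175 for the pathway and 0.0940 for its targets) and without the 40% of genes of lowest mean (adjusted p = 0.165 and 0.243). Interferon response genes rose in 12 of 14 cases, with Ifit3 at 5.28, Usp18 at 5.18, Ifit1 at 5.16 and Gbp2 at 4.98, and Usp18 and Ifit1 were near background in neurons. When adjusted over the list alone, 12 rose and 1 fell, and 1 also fell over all genes without neuron replicate A or without yNSC replicate C. The interferon call was lost with an estimated correlation (adjusted p = 0.335).

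Markers of other brain cells differed between these groups too. Genes of microglia and macrophages were abundant in the neuron arrays, with C1qa at 10.42 ± 0.26 and Tyrobp at 10.13 ± 0.22, and 14 of 16 fell in yNSCs, with C1qa at 4.94 and Tyrobp at 5.25. This call was lost with an estimated correlation (adjusted p = 0.122). The oligodendrocyte precursor gene Pdgfra fell by 5.57, from 9.61, while Nkx2-2 of the same list rose by 2.71, so that 4 of 10 precursor genes rose and 6 fell. Astrocyte genes moved both ways, with 6 of 16 higher and 5 lower and a median (0.12) and mean (-0.03) of different sign. Gfap rose by 1.61 from 7.62 ± 0.43, Aldh1l1 rose by 1.64, glutamine synthetase (Glul) fell by 1.97, and the water channel gene Aqp4 did not pass (10.62 ± 0.18 in neurons and 9.80 ± 0.02 in yNSCs, adjusted p = 0.154), although it did without NSC replicate A (adjusted p = 9.11e-05) and as the mean of its probe sets (-0.59, adjusted p = 0.0368). Among mural cell and fibroblast genes, 3 of 14 rose and 8 fell, the latter 5 without neuron replicate C or without yNSC replicate C. Those that rose included the smooth muscle genes Tagln (6.21) and Acta2 (4.83). None of the precursor, astrocyte and mural lists passed the list test (adjusted p = 0.385, 0.982 and 0.228).

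Further lists were mixed or lower, apart from the Y-linked genes, of which 1 rose and 0 fell. Only the imprinted genes passed the list test among them. Imprinted genes fell in 12 of 17 cases and rose in 3, with the noncoding RNA Meg3 at -4.39, Peg3 at -4.37 and Nnat at -4.20, against a rise of 3.62 for Dlk1 (adjusted p = 0.133 with an estimated correlation, where this call was lost). Notch pathway genes rose in 7 of 16 cases and fell in 3, with Jag1 at 4.11, and intermediate progenitor genes rose in 2 of 12 and fell in 5, with Neurod1 at -4.12. Of 11 BMP targets 4 rose, among them Id1 (6.34), and 2 fell, of 16 immediate early genes 8 rose, with Fos at 2.42, and 4 fell, and of 11 Wnt targets 3 rose and 4 fell, with a median (0.12) and mean (-0.04) of different sign. Telencephalic transcription factors rose in 3 of 14 cases, with Emx2 at 2.48, and fell in 7, with Dlx1 at -3.01. Hindbrain and spinal cord factors fell in 5 of 19 cases (4 when adjusted over the list alone and 3 without yNSC replicate B) and rose in 0, or 1 without neuron replicate A or B or NSC replicate A or C. Pluripotency genes fell in 5 of 14 cases (3 without neuron replicate B or yNSC replicate A) and rose in 1, Klf4 (1.06). Ependymal genes rose in 2 and fell in 4 of 10 cases, and myelin genes rose in 1 and fell in 4 of 11 (3 when adjusted over the list alone), with Mbp at -2.55 and Cnp at 1.56. Endothelial genes fell in 4 of 11 cases (1 when adjusted over the list alone, 1 without neuron replicate A or yNSC replicate B, 2 without neuron or yNSC replicate C), and of 3 Y-linked genes 1 rose, Uty (1.33), another probe set of which fell. The lists of this paragraph other than imprinted genes did not pass, with adjusted p from 0.0809 for hindbrain factors to 0.866 for Wnt targets. Some falls lay near background in both groups, as for Nanog (3.14 in neurons and 2.72 in yNSCs), Zfp42, Pecam1, Abcb1a and Hoxc8. These falls do not show that neurons expressed the genes. Hoxb3, Pax3, Kdr and Slco1a4, which also fell, lay above background in both groups, and Lin28a did in neurons only.

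In all, 6294 genes were higher and 5081 lower in yNSCs than in neurons (limma, Benjamini-Hochberg adjusted p under 0.05), of which 3335 and 1989 differed by at least 2-fold. Without the 40% of genes of lowest mean, 5696 were higher and 2901 lower, so many lower calls lay among genes of low mean. Subtracting each array's median turned the balance to 5392 higher and 7567 lower and moved the median difference of all genes from -0.01 to -0.19. The 3 arrays of the groups did not overlap for 67.0% of genes, where chance gives 10%.

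Native NSCs were compared with neurons in the same way, as the reference for the stem cell state. Neuronal genes fell here too. Stmn2 fell by 8.61, Tubb3 by 7.68 to 4.42 ± 0.17, Rbfox3 by 4.77 and Mapt by 4.95. Pan-neuronal genes fell in 18 of 20 cases and rose in 1, which was 0 without neuron replicate A or C or NSC replicate B or C. All 19 presynaptic genes fell, with Snap25 at -7.94 and Syt4 at -7.84. Ion channel genes fell in 14 of 16 cases and rose in 2, and glutamatergic genes fell in 14 of 18. Without NSC replicate A, 2 glutamatergic genes also rose, and without neuron replicate A, 1. These 4 lists kept their calls with an estimated correlation (adjusted p = 0.0282, 0.00792, 0.0427 and 0.0427), and the GABAergic list, with 14 of 15 lower, did not (adjusted p = 0.0635).

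Division and stem cell genes rose in NSCs. All 21 S phase genes and all 19 G2 and M phase genes were higher, with medians of 3.38 and 4.61, and Mki67 rose by 4.69 to 11.10 ± 0.39. Nes rose by 1.93, Vim by 2.03 and Sox2 by 1.44. Of 21 stem cell and radial glia genes, 17 rose and 1 fell, or 2 when adjusted over the list alone and also without neuron replicate C or NSC replicate B, with Sox3 at 4.67, the EGF receptor Egfr at 3.30 and the Notch effector Hes5 at 3.04. Notch pathway genes rose in 10 of 16 cases and fell in 2, with Jag1 at 4.30 and Notch1 at 3.27. All 17 cholesterol biosynthesis genes rose, with Stard4 at 3.99 and Dhcr7 at 3.30. Glycolysis and hypoxia genes rose in 14 of 17 cases, and p53 targets and cell cycle inhibitors in 13 of 14, including Cdkn1a (3.39) and Cdkn2a (3.90, near background in neurons). These 7 calls were lost with an estimated correlation (adjusted p = 0.152 for S phase, 0.0501 for G2 and M phase, 0.0576 for stem cell, 0.152 for Notch, 0.139 for cholesterol, 0.390 for glycolysis and 0.112 for p53 genes). EGF and FGF response genes rose in 12 of 14 cases, with Spry4 at 4.27 and Etv5 at 2.81, and matrix and adhesion genes in 12 of 17, with Tnc at 6.39, and both calls were kept (adjusted p = 0.0282 and 0.0427 with an estimated correlation).

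Most Hippo pathway and TEAD genes were also higher in native NSCs than in neurons, but YAP/TAZ target genes did not pass the list test. Yap1 rose by 2.44, Wwtr1 by 2.57, Tead1 by 3.08 and Tead2 by 4.80, and 14 of 18 pathway genes were higher and 1 lower, or 2 lower without neuron replicate A or NSC replicate C. The pathway call was lost with an estimated correlation (adjusted p = 0.0866). Of 23 target genes, 10 rose and 7 fell, with a median of 0.08 and a mean of 0.66 (list adjusted p = 0.245). The median ran from -0.03 to 0.11 on leaving out 1 array. Igfbp3 rose by 4.72, Ccn2 fell by 0.91, and Ccn1 did not pass (-0.30, adjusted p = 0.367), although it did as the mean of all its probe sets (-0.85, adjusted p = 0.0218). Interferon response genes showed no joint shift, with 3 of 14 higher and 1 lower, the latter 2 without neuron replicate A, NSC replicate B or yNSC replicate A or C. The median (-0.19) and mean (0.20) of this list differed in sign, and its test gave an adjusted p of 0.839. Astrocyte genes were lower in 7 of 16 cases and higher in 4, with Gfap falling by 3.81 to 3.80 ± 0.14 and Aqp4 by 5.65 to 4.97 ± 1.37, and the list test did not pass (adjusted p = 0.333). Microglia and macrophage genes fell in 15 of 16 cases and rose in 1, with C1qb at -7.22 (near background in NSCs), a call lost with an estimated correlation (adjusted p = 0.121). Of the precursor genes, 6 of 10 rose, among them Sox8 (3.77) and Olig2 (2.70), and 3 fell (list adjusted p = 0.188). Genes with large rises were Fbln2 (6.47), Car3 (6.45) and Tnc.

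The remaining lists did not pass in NSCs against neurons, with adjusted p from 0.143 for pluripotency genes to 0.925 for immediate early genes. Pluripotency genes fell in 9 of 14 cases and rose in 1, Klf4 (2.56), and immediate early genes rose in 6 of 16 and fell in 7, with Egr1 at 2.59. Imprinted genes rose in 5 of 17 cases, with Mest at 3.80, and fell in 10, with Meg3 at -6.86, and this list passed without the 40% of genes of lowest mean (adjusted p = 0.0338). Intermediate progenitor genes rose in 6 and fell in 4 of 12 cases, with Btg2 at 3.84. BMP targets rose in 2 and fell in 3 of 11, with Id3 at 4.98 and Id4 at -4.18, and Wnt targets rose in 4 and fell in 2 of 11 (1 without NSC replicate B or C), with Axin2 at 2.33. Medians and means differed in sign for BMP targets (-0.10 and 0.17), Wnt targets (-0.13 and 0.47) and immediate early genes (-0.08 and 0.14). Leaving out 1 array took the median as high as 0.03 for Wnt targets and 0.02 for immediate early genes, but not above -0.05 for BMP targets. Telencephalic factors rose in 5 and fell in 7 of 14 cases, and hindbrain and spinal cord factors rose in 2 of 19, En2 (3.74) and Gbx2 (2.33), both near background in neurons, and fell in 6 (5 when adjusted over the list alone). Ependymal genes rose in 1 and fell in 6 of 10, myelin genes rose in 2 and fell in 4 of 11, and endothelial genes rose in 3 and fell in 5 of 11 (3 without neuron replicate A or NSC replicate A or B). Mural genes rose in 5 and fell in 3 of 14 (5 fell without neuron replicate B), and Y-linked genes rose in 2 of 3 (1 without neuron replicate C or NSC replicate B or C). The falls of Abcb1a and Hoxc8 lay near background in both groups here too, whereas Flt1, Slco1a4 and Hoxb3 fell from above it and stayed above it.

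In this comparison 6052 genes were higher and 6206 lower in NSCs, of which 3386 and 2284 differed by at least 2-fold, and the arrays did not overlap for 69.1% of genes against 10% by chance. Quantile normalization again turned the balance to 6057 higher and 5327 lower, whereas subtracting each array's median gave 5457 higher and 7969 lower. Without the 40% of genes of lowest mean, 5636 were higher and 3093 lower. The number of lower genes dropped far more than that of higher genes, so fewer genes to test does not alone account for it. Many lower calls thus lay among genes of low mean. Lower quartiles were 3.67 to 3.73 in neuron arrays and 3.42 to 3.45 in NSC arrays, and a shift near background was not tested. The NSC arrays also differed from both other groups in the control probe sets read for RNA quality. The difference between 3' and 5' probe sets of beta-actin (Actb) was 0.63 ± 0.07 in NSCs, 0.15 ± 0.10 in neurons and 0.26 ± 0.06 in yNSCs (log2 mean ± SD, n = 3), and the 3' probe set for 18S ribosomal RNA read 10.48 ± 0.20, 11.91 ± 0.36 and 12.24 ± 0.08. The Gapdh difference was 0.17 ± 0.09 in NSCs, -0.18 ± 0.01 in neurons and -0.07 ± 0.03 in yNSCs. Whether RNA integrity differed was not tested.

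**Figure D2:**
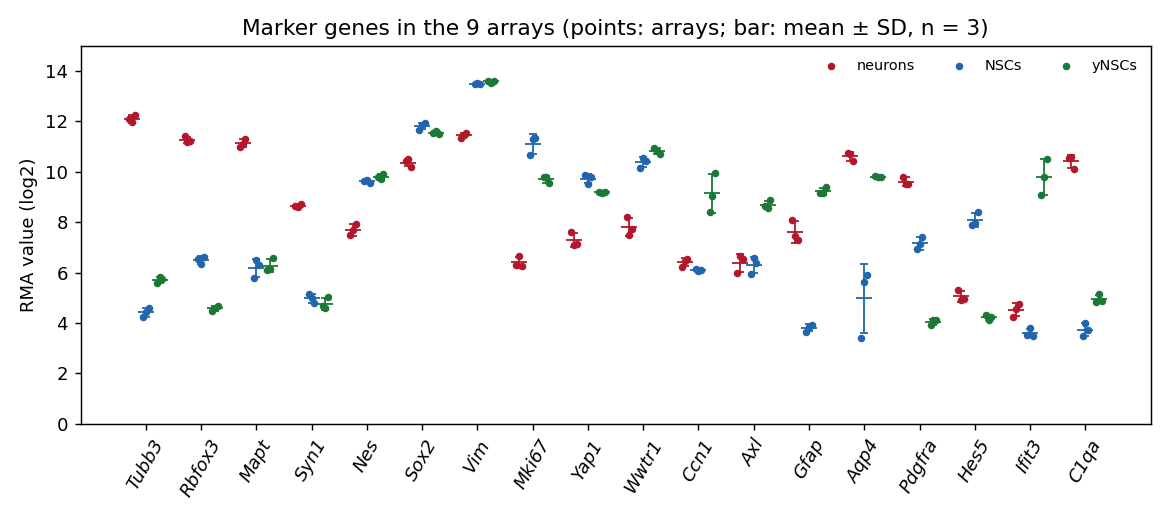
RMA values (log2) of 18 genes in the 9 arrays, with 1 point per array and the mean ± SD of each group of 3. Tubb3 lies at 12.10 in neurons and below 6 in NSCs and yNSCs, Vim lies highest in NSCs and yNSCs, and Gfap, Aqp4 and Ifit3 lie higher in yNSCs than in NSCs.

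How far yNSCs had moved from neurons towards NSCs was measured over all genes. On the line from the neuron mean, set to 0%, to the NSC mean, set to 100%, the yNSC arrays lay at 81.4% ± 1.88 (SD, n = 3). The yNSCs and NSCs shared a medium, while neurons were kept in another with cytosine arabinoside. Neither this position nor the shared genes below can therefore separate cell identity from medium and cell division. Of the 6052 genes higher in NSCs than in neurons, 4896 (80.9%) were also higher in yNSCs, and of the 6206 lower genes, 4247 (68.4%) were also lower. Of the same genes, 2719 (44.9%) and 3810 (61.4%) were not called different between yNSCs and NSCs. The number of shared lower genes depended on the processing, with 2267 without the 40% of genes of lowest mean and 6231 after median subtraction. Shared higher genes numbered 4703 and 4194 in these settings. Independent lists would share 2094 higher and 1733 lower genes, and simulated unchanged groups that shared the neuron arrays shared 0, as such groups give almost no called genes, so this 0 is no measure of the overlap. The fold changes of both comparisons correlated at 0.845 across genes, where unchanged groups against shared neuron arrays gave 0.5. The covariance was 1.55 against 0.00979 in the simulation, a difference of 1.54. Part of the excess in the overlap may come from the shared neuron arrays, since 3 arrays cannot be split into 2 groups of at least 2. The simulated covariance of 0.00979 (SD 2.10e-04), small beside 1.55, argues against noise of those arrays as the main source of the covariance. Genes also moved beyond both references. 2204 genes were higher in yNSCs than in both other groups and 1138 lower than in both, and at 4-fold or more over or under each these numbers were 163 and 74.

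yNSCs were then compared directly with native NSCs, which asked where the induced cells differ from the cells they resemble. Nes (0.18, adjusted p = 0.270), Vim (0.10, adjusted p = 0.471) and Sox2 (-0.26, adjusted p = 0.0827) did not pass the test. Nes did pass as the mean of all its probe sets (1.06, adjusted p = 6.80e-05), and Sox2 did without NSC replicate A (-0.33, adjusted p = 0.0397) and after quantile normalization again or median subtraction (adjusted p = 0.0412 and 0.0329). Neuronal markers differed without a common direction. Tubb3 was higher in yNSCs by 1.28, Rbfox3 lower by a log2 difference of -1.92, and Thy1 did not pass (-0.21, adjusted p = 0.254). Pan-neuronal genes were higher in 6 and lower in 7 of 20 cases, with Uchl1 at 2.47 and Gap43 at -2.29, and presynaptic genes higher in 4 (5 when adjusted over the list alone) and lower in 6 of 19, with Syt4 at 3.79 and Syn2 at -3.09. Neither list passed (adjusted p = 0.460 and 0.493), and the median (0.06) and mean (-0.18) of the pan-neuronal list differed in sign. That median ran from -0.06 to 0.11 on leaving out 1 array. The glutamate receptor genes Gria2 and Gria4 were lower in yNSCs, with Gria2 at 9.08 in NSCs and 5.01 in yNSCs and Gria4 at -3.81, and 7 of 18 glutamatergic genes were lower and 1 higher. The glutamatergic call was lost with an estimated correlation (adjusted p = 0.279).

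Several regulators of progenitors were lower in yNSCs. Hes5, at 8.09 ± 0.29 in NSCs, was at 4.22 ± 0.12 in yNSCs (adjusted p = 3.73e-09), and Sox3 fell by 3.71, Egfr by 2.99 and the laminin receptor subunit Itga6 by 2.27. Of 21 stem cell and radial glia genes, 10 were lower (11 when adjusted over the list alone) and 6 higher, of 16 Notch pathway genes 7 were lower and 2 higher, and of 12 neurogenic intermediate progenitor genes 7 were lower and 1 higher. The Notch ligands Dll3 and Dll1 fell by 3.11 and 2.19, and Insm1 by 2.18. The single higher intermediate progenitor gene lost its call without any 1 of NSC replicates A and B and yNSC replicates A and C, and the 2 higher Notch genes were 1 without NSC replicate B or C or any 1 of the yNSC arrays. Oligodendrocyte precursor genes were lower in 7 of 10 cases and higher in 0, with Tnr at -3.63, Pdgfra at -3.12 and Lhfpl3 at -2.57, while Olig1 did not pass (-0.10). With an estimated correlation the 4 calls were lost (adjusted p = 0.279 for the stem cell, Notch and intermediate progenitor lists alike and 0.0626 for precursors). The stem cell call was also lost without the 40% of genes of lowest mean (adjusted p = 0.130) and after quantile normalization again (adjusted p = 0.0834).

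G2 and M phase and cholesterol genes were lower in yNSCs than in NSCs. Of 19 G2 and M phase genes 17 were lower (18 when adjusted over the list alone), with a median of -1.19, Cdc20 at -1.95, Kif11 at -1.88 and Mki67 at -1.40, while Cdk1 did not pass (-0.27). Of 21 S phase genes 8 were lower, with a median of -0.27. That number was 4 without NSC replicate A, where 2 genes were higher, 3 without yNSC replicate C and 5 without yNSC replicate A or B, and 2 genes were higher without neuron replicate B. The S phase list did not pass (adjusted p = 0.0978), except without NSC replicate B (adjusted p = 0.0306) or C (adjusted p = 0.0261). Cholesterol biosynthesis genes were lower in 14 of 17 cases (15 lower and 1 higher when adjusted over the list alone, and 1 higher also over all genes without neuron replicate A or B), with a median of -1.47. Lss fell by 2.65, Dhcr7 by 2.49 and Stard4 by 2.25. The G2 and M and cholesterol calls were lost with an estimated correlation (adjusted p = 0.264 and 0.279). Wnt target genes were lower in 5 of 11 cases, with Nkd1 at -3.17 and Lgr5 at -1.69, and higher in 2, or 1 without NSC replicate A or B or any 1 of the yNSC arrays (list adjusted p = 0.139).

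Interferon response genes and some genes of astrocytes and microglia were higher in yNSCs than in NSCs. Of 14 interferon response genes 11 were higher, with Ifit3 at 9.79 ± 0.72 in yNSCs and 3.60 ± 0.17 in NSCs (adjusted p = 9.10e-09), Ifit1 at 5.39, Usp18 at 4.77 and Gbp2 at 4.29. Without yNSC replicate C, 1 gene of this list was lower. Gfap was higher by 5.42 and Aqp4 by 4.83, the latter with 4.97 ± 1.37 in NSCs, and 7 of 16 astrocyte genes were higher and 3 lower (list adjusted p = 0.261). Microglia and macrophage genes were higher in 9 of 16 cases (11 when adjusted over the list alone) and lower in 1. The lysosomal protein gene Cd68 was higher by 4.20 and Ctss by 2.51, and C1qa stood at 4.94 in yNSCs and 3.73 in NSCs against 10.42 in neurons. Beside Ifit3, genes higher in yNSCs by large differences were Lgals3 (7.38), the glutathione transferase gene Gsta2 (6.69), lysozyme (Lyz1, 6.49) and Ptgs2, which encodes cyclooxygenase 2 (5.70). Gsta2, Ifit1, Lyz1 and Ptgs2 were near background in NSCs. Tagln was higher by 4.79 and Timp1 by 3.91. The interferon and microglia calls were lost with an estimated correlation (adjusted p = 0.279 and 0.396).

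A part of the YAP target genes was higher in yNSCs although Yap1 itself was not. Yap1 was lower than in NSCs by a log2 difference of -0.54 (adjusted p = 0.0104), a call lost when all probe sets of the gene were averaged (-0.15, adjusted p = 0.246). Wwtr1 did not pass (0.45, adjusted p = 0.0531), but did as the mean of its probe sets (0.82, adjusted p = 6.93e-04), after quantile normalization again (adjusted p = 0.0417) and without neuron replicate A (adjusted p = 0.0145) or B (adjusted p = 0.0331). F3, which encodes tissue factor, was higher by 3.39, Ccn1 by 3.04 (SE 0.284), Axl by 2.40 and Ccn2 by 2.21, whereas Ajuba (-0.33) and Ankrd1 (0.19, near background in both groups) did not pass. Of 23 target genes 12 were higher and 5 lower (6 when adjusted over the list alone), and the list did not pass (adjusted p = 0.154). Of 18 Hippo pathway and TEAD genes 8 were lower, with Tead2 at -1.82, and 2 higher (3 when adjusted over the list alone). The higher genes were 0 without NSC replicate B or yNSC replicate B and 1 without neuron replicate C, NSC replicate A or C, or yNSC replicate A or C. The Hippo call (adjusted p = 0.0436) was lost with an estimated correlation (adjusted p = 0.292), without the 40% of genes of lowest mean (adjusted p = 0.130), after quantile normalization again (adjusted p = 0.118) or median subtraction (adjusted p = 0.0598), and without neuron replicate A (adjusted p = 0.0523), NSC replicate A (adjusted p = 0.0668) or yNSC replicate C (adjusted p = 0.0682).

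Further lists went in different directions in the same comparison. BMP targets were higher in 5 of 11 cases and lower in 0, with Id1 at 2.43 and Id4 at 2.40, and GABAergic genes higher in 6 of 15 (8 when adjusted over the list alone), with neuropeptide Y (Npy) at 2.85 and Dlx1 at 1.76. Ion channel genes were lower in 4 of 16 cases, with Kcnd2 at -4.54 and Kcna2 at -4.18, and higher in 2, or 1 without NSC replicate A or C or yNSC replicate B or C and 0 without NSC replicate B or yNSC replicate A. With an estimated correlation the BMP, GABAergic and ion channel calls were lost (adjusted p = 0.279, 0.396 and 0.279). The GABAergic call was also lost without NSC replicate A (adjusted p = 0.0521) or yNSC replicate C (adjusted p = 0.0532) and after quantile normalization again (adjusted p = 0.0628), and the ion channel call without NSC replicate B (adjusted p = 0.0651). EGF and FGF response genes were higher in 4 of 14 cases (5 when adjusted over the list alone), with Fosl1 at 4.69, and lower in 7, with Spry4 at -2.38. Matrix genes were higher in 7 and lower in 7 of 17, with Fn1 at 2.62 and Thbs1 at 1.73. Immediate early genes were higher in 7 of 16, with Junb at 1.45, and lower in 1 (8 and 2 when adjusted over the list alone). Leaving out 1 array changed that lower number to 2 (any 1 of the neuron arrays or NSC replicate B) or 0 (NSC replicate A or yNSC replicate A or B). Medians and means differed in sign for EGF and FGF response genes (-0.34 and 0.05), and the matrix test leaned down against a positive median (0.07) and mean (0.30). The matrix median ran from -0.05 to 0.11 on leaving out 1 array.

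Glycolysis and hypoxia genes were higher in 4 of 17 cases, with Car9 at 2.53, and lower in 5 (6 when adjusted over the list alone). The lower number was 9 without NSC replicate A and 3 without NSC replicate B or C or yNSC replicate B or C, and the higher number 2 without NSC replicate B or yNSC replicate C. Genes of the p53 list were higher in 2 of 14 cases and lower in 6 (7 when adjusted over the list alone), with Cdkn2a at -1.42, and this list passed only without NSC replicate A (adjusted p = 0.0347). Imprinted genes were higher in 5 of 17, with Dlk1 at 4.08, and lower in 8, with Peg3 at -3.17, and mural genes higher in 4 and lower in 5 of 14. Telencephalic factors were higher in 2 and lower in 4 of 14 cases (median -0.04, mean 0.03). Of 19 hindbrain and spinal cord factors (median 0.0033, mean -0.29), En2 (-3.87) and Gbx2 (-2.44), both near background in yNSCs, were lower and 1 was higher, or 0 when adjusted over the list alone and without NSC replicate A or B or yNSC replicate B or C. Ependymal genes were higher in 3 of 10 (5 when adjusted over the list alone) and lower in 1, endothelial genes higher in 3 and lower in 1 of 11, and myelin genes lower in 2 of 11. Pluripotency genes were higher in 1 of 14 (0 when adjusted over the list alone, without NSC replicate B or any 1 of the yNSC arrays, and 2 without NSC replicate A or neuron replicate A or B) and lower in 1, Klf4 (-1.51). Of 3 Y-linked genes 0 passed, or 1 lower without NSC replicate A. With all arrays the lists of this paragraph and the EGF, matrix and immediate early lists did not pass, with adjusted p from 0.139 for ependymal to 0.908 for matrix genes.

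**Figure D3:**
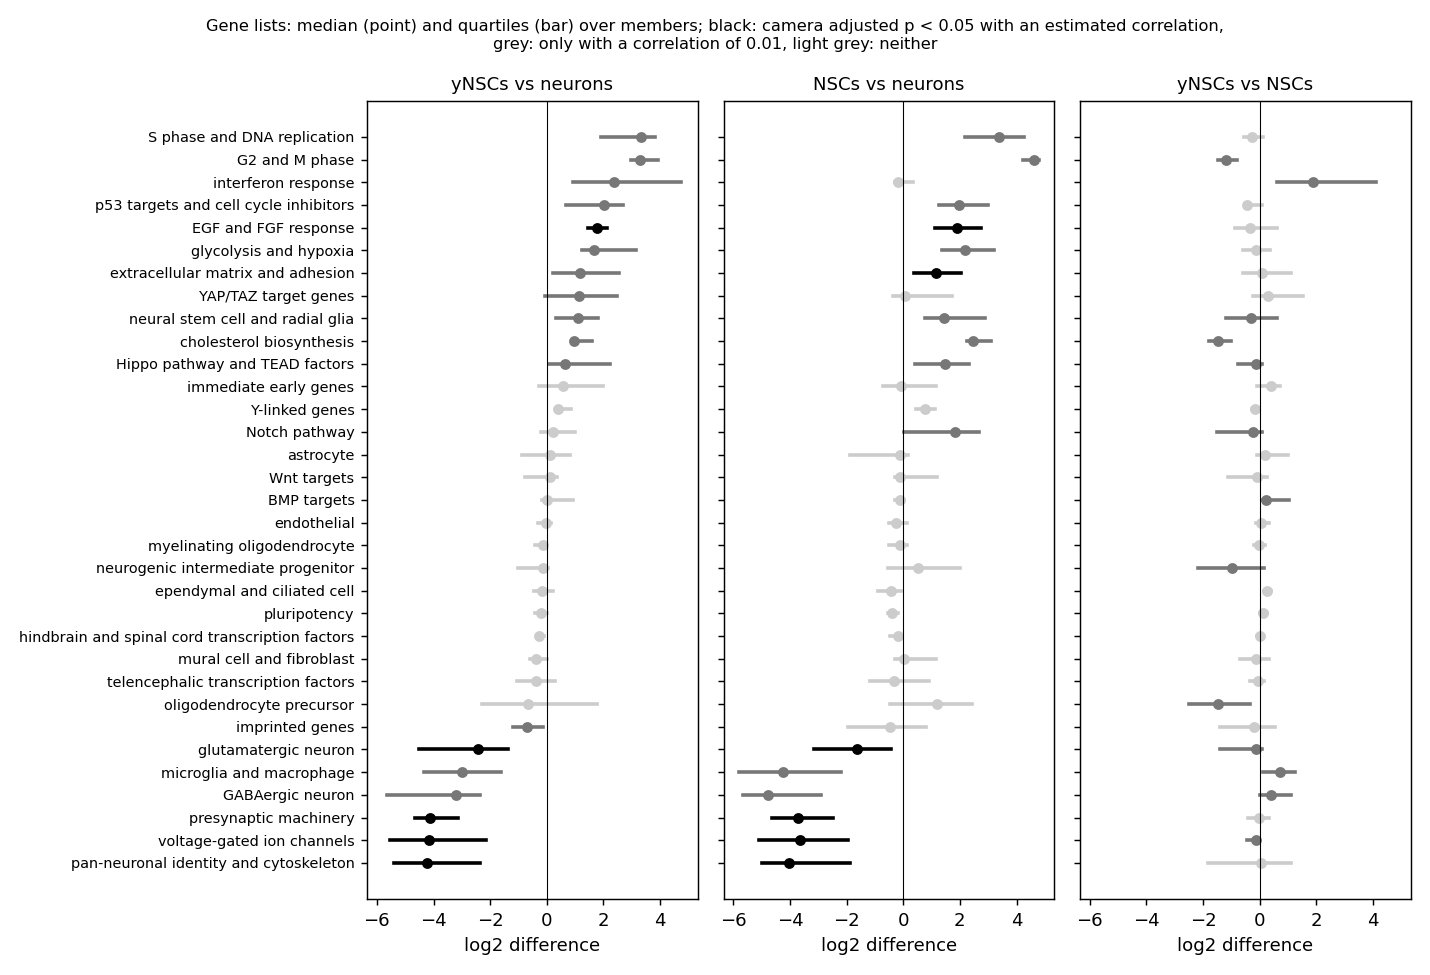
Median (point) and quartiles (bar) of log2 differences over the measured members of 33 gene lists in the 3 comparisons. Black marks lists with camera adjusted p under 0.05 with an estimated correlation, grey those that passed only with a correlation of 0.01 and light grey the rest, and no list of yNSCs against NSCs is black.

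Altogether 3876 genes were higher and 3277 lower in yNSCs than in NSCs, 1101 and 1086 of them by at least 2-fold, and the arrays did not overlap for 51.6% of genes against 10% by chance. Subtracting each array's median turned the balance to 3371 higher and 3531 lower. The yNSCs alone had received viral vectors and, by the paper's account only until they were passaged, doxycycline. They were also derived from cortical neurons, so treatment and origin could not be separated from group. The control probe sets read for RNA quality differed between these groups too, though a difference in RNA integrity was not tested.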

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

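The tests that weigh the interferon, astrocyte and G2 and M patterns, and the other splits of the arrays, were chosen only after the results had been seen. Against neurons, 571 genes were called in opposite directions in yNSCs and NSCs. Choosing them so all but fixes that they also differ between yNSCs and NSCs, so their difference had no further test. The 4 in each direction for which the smaller of the 2 moves against neurons was largest, singled out after their values were seen, were Cpeb1 (5.06), Osmr (5.06), Lgals3 (7.38) and Gfap (5.42), higher in yNSCs than in NSCs by these log2 differences, and Ccbe1 (-5.57), Fgf14 (-4.40), Gabrg1 (-4.66) and Kcna2 (-4.18), lower in yNSCs. Cpeb1 in NSCs and Fgf14 and Gabrg1 in yNSCs were near background, so the sizes of their differences are uncertain. Of the lists called between yNSCs and NSCs, 4 had medians of opposite sign against neurons: BMP targets (median 0.22, yNSCs minus NSCs, from 0.02 and -0.10 in yNSCs and NSCs minus neurons), interferon response (1.90, from 2.38 and -0.19), intermediate progenitor (-0.99, from -0.15 and 0.53) and oligodendrocyte precursor genes (-1.47, from -0.67 and 1.18). Of these lists against neurons only interferon genes in yNSCs passed, so the opposite signs were not tested as such. In NSCs the mean of the interferon list (0.20) had the other sign than its median (adjusted p = 0.839), both BMP medians lay near 0, and leaving out 1 array took the first as low as -0.02. With an estimated correlation these 4 calls were lost (adjusted p = 0.279 for the first 3 and 0.0626 for precursors). Among the 9160 probe sets not named here, which no gene comparison used, 200 were higher in yNSCs than in both neurons and NSCs, and 710 were lower than in both. Single arrays that stand apart, such as NSC replicate A, were described but not tested for, and groups of 3 limit such a test.

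Interferon response genes were higher in yNSCs than in NSCs by a median of 1.90, and higher than in neurons by 2.38, and both calls were lost with an estimated correlation (adjusted p = 0.279 and 0.335). No 1 array carried this, as the lowest median on leaving out 1 array was 1.69. Microglia and macrophage genes were also higher in yNSCs than in NSCs (median 0.71, 9 of 16 higher, adjusted p = 0.00946), a call lost with an estimated correlation (adjusted p = 0.396). Microglia like those of the neuron cultures do not explain the interferon genes, as the median of this list was -3.00 in yNSCs minus neurons, with C1qa at 4.94 in yNSCs and 10.42 in neurons, though Cd68 stayed closer (8.42 and 9.15), while the neuron cultures had low interferon genes, with Ifit3 at 4.52. Neither list shares a gene with another list. Microglia that changed in culture and a response to the viral vectors, or a lasting one to doxycycline, may each be the source and stay open. Both agents were given to yNSCs alone, so the design ties them to the group, and the paper says that passaged yNSCs were kept without doxycycline.

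Of 16 astrocyte genes, 7 were higher in yNSCs than in NSCs and 3 lower, with a median of 0.20 over all 16, and the list did not pass (adjusted p = 0.261). Unchanged astrocytes carried over from the neuron cultures would shift all genes that mark those cultures alike. The 4 astrocyte genes at least 4-fold higher in neurons than in NSCs instead spread over 3.18 log2 units in yNSCs minus neurons, with Gfap at 1.61 and Slc1a2 at -1.57. Astrocytes that changed in culture, a partial astrocyte programme in yNSCs and the different origin of the NSCs may each be the source and stay open.

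G2 and M phase genes were lower in yNSCs than in NSCs by a median of -1.19, a list call lost with an estimated correlation (adjusted p = 0.264). The highest median on leaving out 1 array was -1.14. The list kept its call after quantile normalization again and after median subtraction. That test sets a list against the other genes, so a shift alike in all genes largely cancels, and the kept call cannot decide on it. In this comparison the median of all genes was 0.07, and -0.01 and 0.02 after these steps. These medians of all genes, small beside the list median of -1.19, argue against a shift of whole arrays as the source. Other steps of the authors' normalization were not tested. A smaller share of dividing cells alone would lower S phase genes as much, but their median was -0.27, or -0.42 to -0.09 on leaving out 1 array. Of 21 S phase genes 8 were lower, or 3 without yNSC replicate C and 4 without NSC replicate A (5 without yNSC replicate A or B). On leaving out 1 array the number reached 11 at most, and the list passed without NSC replicate B (adjusted p = 0.0306) or C (adjusted p = 0.0261). A smaller share of dividing cells may thus be a part of the source, and what lowered G2 and M genes further stays open.

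The 6 arrays of a comparison can be divided into 2 groups of 3 in 10 ways, too few for a share under 0.05. In each comparison the real division, with 11375, 12258 and 7153 genes in the order of the report, was the 1 with as many genes, and the highest of the others gave 0 at an adjusted p under 0.05 (limma) and 494, 487 and 474 at an unadjusted p under 0.05.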

How the results depend on the processing

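The alternative without NSC replicate A and yNSC replicate C together, and renormalized or median-centred values for gene lists, were chosen after seeing the data, and the other alternatives were planned. Leaving out 1 array at a time gave 10257 to 11725 changed genes (5880 to 6489 higher, 4356 to 5236 lower) for yNSCs against neurons, 11500 to 12085 (5796 to 6140, 5677 to 6081) for NSCs against neurons and 6070 to 7338 (3248 to 4008, 2791 to 3330) for yNSCs against NSCs, a position of 80.7 to 82.5%, a correlation of 0.839 to 0.850 and 4623 to 5069 and 3701 to 4254 shared higher and lower genes. A group left with 2 arrays was tested with a spread pooled over all groups. Without NSC replicate A and yNSC replicate C the counts were 11282, 11807 and 6092. Testing each probe set on its own tests more features and gave 25339 (12675 higher, 12664 lower), 28524 (13737, 14787) and 16667 (8157, 8510). Asking for at least 2-fold gave 5324 (3335, 1989), 5670 (3386, 2284) and 2187 (1101, 1086), fewer by construction. Without the 40% of genes of lowest mean, lower genes numbered 2901 in yNSCs and 3093 in NSCs against neurons, with 2267 shared. Higher genes numbered 5696 and 5636, so many of the lower calls lay among genes of low mean. Quantile normalization again put the position of yNSCs at 83.7%, and the cause was not tested. It moved the median of all genes by at most 0.117, and median subtraction by 0.187 on the log2 scale. Median subtraction gave 5457 higher and 7969 lower genes in NSCs against neurons and 3371 and 3531 in yNSCs against NSCs. Averaging all probe sets of a gene, a variance trend with a robust prior, and a fit to only the 6 arrays compared kept each count within 1.5 times. Mean distances (1 minus r) of yNSCs to neurons, NSCs to neurons and yNSCs to NSCs were 0.145, 0.153 and 0.0453, against 1.30, 1.26 and 0.310 over the 1000 genes of largest variance and 0.359, 0.384 and 0.125 without genes of low mean, and clustering joined yNSCs with NSCs first each time.

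With the replicate letter as a block, the counts were 11215 (6228, 4987), 12093 (6005, 6088) and 6919 (3728, 3191), and the block turned the uncalled matrix list in yNSCs against NSCs (adjusted p = 0.995). Arrays with the same letter in different groups, centred by group, correlated at -0.106 to 0.0997, so the letters did not pair the arrays.

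Of the 47 list calls, 42 were kept without genes of low mean, 44 after quantile normalization again, 46 after median subtraction, 47 with the block and 11 with an estimated correlation, and each kept its direction. Lists that had not passed turned direction without passing. Without genes of low mean these were, for yNSCs against neurons, astrocyte (adjusted p = 0.542), BMP (0.979) and Wnt (0.460), for NSCs against neurons, immediate early (0.673) and mural (0.822), and for yNSCs against NSCs, matrix, myelin and telencephalic (0.961), hindbrain (0.581) and mural (0.948). After quantile normalization again these were astrocyte and Wnt (0.840) and endothelial (0.841) in the first comparison, endothelial, hindbrain and myelin (0.826) and immediate early (0.712) in the second, and endothelial and matrix (0.839) and pluripotency (0.909) in the third, where median subtraction turned the matrix list (0.964). Leaving out 1 array turned 4 of them, given here with their range of adjusted p over the arrays left out, namely astrocyte genes in yNSCs against neurons (0.711 to 0.992), immediate early genes in NSCs against neurons (0.877 to 0.988) and, in yNSCs against NSCs, matrix (0.794 to 0.993) and Y-linked genes (0.283 to 0.950). The cause was not tested. Without genes of low mean the Y-linked list gave no value, as fewer than 2 members were left. Each named gene that had been called kept its call and direction under each alternative tried for genes (block, both normalizations, averaged probe sets, 1 array left out), except Yap1 in yNSCs against NSCs on averaging its probe sets, which turned the uncalled Vim to -0.0122. Signal near background limits low genes, as the lower quartile of each array lay between 3.42 and 3.73 and no detection calls were used here.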

Other observations

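The values in this part were picked from the tables after the results had been seen. Genes found high in yNSCs alone make up a mixed set. Gsta2, a glutathione transferase gene, lay at 2.84 in neurons, 2.67 in NSCs and 9.36 in yNSCs (log2 means, n = 3 each), the aldo-keto reductase gene Akr1b8 at 4.38, 4.15 and 9.82, and the chemokine gene Cxcl10 at 4.17, 4.42 and 9.41. The smooth muscle gene Cnn1 lay at 3.30, 3.26 and 8.58, and the calcium-binding protein genes S100a4 and S100a6 at 10.41 and 11.47 in yNSCs against 5.59 and 6.01 in NSCs. Genes high in NSCs alone included Cd93 (4.82 in neurons, 10.72 in NSCs, 4.71 in yNSCs), Moxd1 (4.40, 8.91 and 4.30) and the homeobox gene En2 (2.99, 6.73 and 2.86). Gsta2 and Cnn1 were near background in neurons and NSCs, and En2 in neurons and yNSCs, so the sizes of their differences are uncertain. Altogether 1333 genes differed between NSCs and both other groups while yNSCs and neurons were not called different.

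The means of several lists differed between NSC replicate A and the other NSC arrays. In replicate A the mean over S phase genes was 9.66, against 9.20 and 9.21 in replicates B and C, the mean over glycolysis and hypoxia genes 9.33, against 9.93 and 10, over astrocyte genes 8.03, against 8.56 and 8.54, and over Y-linked genes 6.05, against 6.69 and 6.91. Interferon response genes varied more within yNSCs than within the other groups, with array means of 6.58, 7.00 and 7.41 against 4.52 to 4.68 in NSCs and 4.37 to 4.43 in neurons. Xist and Y-linked genes were both read on every array, with Xist between 10.82 and 12.09 and Eif2s3y between 7.03 and 7.91.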
